A study of Mus musculus with 2 samples. Its data were reported in "Expansion of interferon inducible gene pool via USP18 inhibition promotes cancer cell pyroptosis" (2023).

How the data were processed

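Single-cell RNA sequencing had been performed on GFP+ Lin− c-Kit+ splenocytes of mice carrying AE9a leukemia, an acute myeloid leukemia driven by a truncated AML1/ETO fusion. Per the labels, the leukemia cells were Usp18+/f and carried a tamoxifen-inducible Cre; recipients received oil or tamoxifen, and cells were sorted 3 days after the first injection. Cells of 3 mice were pooled per group before capture, with 8000 cells targeted, so that each group is 1 library. The authors used the 10x Genomics 3′ V3 chemistry and Cell Ranger 3.0.2 with mm10, and the deposited values are raw UMI counts (unique molecular identifiers) per gene and cell barcode, as the file headers and the values show. The deposited barcodes are those called as cells, with at least 500 UMIs each. The authors' code for the later steps, with any filters on cells in it, was not used here.

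The library totals were 63690481 UMIs over 7281 barcodes for the library labelled Usp18+/f and 65146263 UMIs over 7833 barcodes for the library labelled Usp18+/Δ. Barcodes with at least 500 genes and at most 10% mitochondrial UMIs were kept, which left 6886 and 7406. Doublets were scored per library with Scrublet in scanpy 1.11.5 at an expected rate of 6%. Its automatic threshold marked 0.131% and 0.176% of cells, below the 0.5% set as the least for a working call. The cells above the 95th percentile of the scores were therefore removed, 325 and 333 cells, which left 6561 and 7073 cells.

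UMIs were summed per library over the kept cells and scaled to CPM, the UMIs of a gene per 1000000 UMIs of its library. With 1 library per group there was no replicate spread, so no test was run and no p-value, standard error or count of changed genes is given. Summed UMIs carry exact Poisson 95% intervals, shares of cells exact Clopper-Pearson 95% intervals, ratios of summed UMIs exact conditional intervals, and ratios of shares score intervals. All of these cover counting error only, and not the difference between mice or libraries. A count of 0 allows up to 3 UMIs, which is 0.0516 CPM and 0.0505 CPM in the libraries labelled Usp18+/f and Usp18+/Δ. The lists of interferon-stimulated genes (ISGs), inflammasome and pyroptosis genes, NF-κB targets, and p53 and DNA damage genes were summarised by their median log2 ratio over genes with a mean of at least 5 CPM. Each median was placed among 10000 random lists of the same size matched on mean CPM, and its interval comes from 1000 Poisson resamples. These functions were tested on simulated data for the comparison of both libraries. Over 8882 genes with 200 changed by known folds, 100% of the changed genes had the right sign. The true ratio was held by 95.2% of intervals over all genes and by 93% over the changed genes. Of 200 lists of unchanged genes, 3% lay outside the central 95% of random lists, and 94.6% of the simulated intervals for a ratio of shares held the true value. The shares were simulated at a single level, the same in both libraries, and rare shares were not covered. Gene counts were drawn from the Poisson model that the intervals assume. The simulation therefore does not cover UMIs clumped in few cells.

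Both libraries were clustered together with scanpy: 10000 UMIs per cell, log1p, 2000 variable genes without the ISG list and the sex genes, 30 principal components, 20 exact neighbours, and Leiden resolution 0.8. No batch correction was applied because library and group are the same. The VLA-4-high cluster was the cluster of at least 30 cells with the highest mean z-score of Itga4 and Itgb1. The inflammatory cluster was the one with the highest mean z-score of the NF-κB list. Clusters were not named after cell types: no cluster had 3 or more of the fixed markers of a type among its 10 leading genes, except cluster 9, whose 4 neutrophil-like markers among them, S100a9, S100a8, Camp and Ngp, were led by 1 cell that held all UMIs of S100a9, S100a8 and Ngp in the cluster. To compare shares of ISG-high cells, VLA-4 double-positive cells and cell cycle phases, each cell was thinned to 3000 UMIs, which left out 457 cells of the library labelled Usp18+/f and 350 of the library labelled Usp18+/Δ.

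The groups, gene lists, markers, filters, cluster rules, named-gene rule and most alternatives were fixed before the data were examined. The named genes were a fixed list, then the 5 largest rises and the 5 largest falls among genes with a mean of at least 20 CPM. Clusters other than the rule-defined ones were described where their shares differed at least 1.5-fold. Alternatives varied the cell filter, the doublet removal, the averaging and scaling, the low-count filter, the clustering, the thinning and the thresholds. Coordinates are from the GENCODE vM21 annotation of the same build, to which 31011 of the 31053 genes in the files matched by identifier.

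The work departed from the plan in these ways. The shares of Cd34-positive and Kit-positive cells in the VLA-4-high cluster were to be taken at 3000 UMIs, which left 1 cell of the library labelled Usp18+/f and 0 of the other; the values without thinning are reported, a role given to them after seeing the data. An earlier run had by mistake also left Usp18 out of the variable genes, and the inflammatory cluster then had the opposite direction. The run that follows the plan is reported, and the run without Usp18 is kept among the alternatives. Leaving out clusters of another lineage gave no value, because no cluster was named as one. The predictions behind the tests of technical explanations named no limits. A list was taken as shifted outside the central 95% of random lists, a ratio as kept above a fraction of 0.5 of its value, cells as staying together at 50% or more, a median as raised above a ratio of 1.1, UMIs as concentrated above 90% and genes as near the level of other cells at a median log2 ratio within 1 of 0; these limits were set when the tests were run. The test of a small set of cells behind the DNA damage list first used the mean over the middle of the cells; the share of UMIs in the median cell, which the prediction had named, replaced it after that mean was seen.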

Results

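GFP+ Lin− c-Kit+ AE9a leukemia cells from the spleens of mice given oil or tamoxifen were profiled by single-cell RNA sequencing, to ask how leukemia cells change when 1 allele of Usp18, a negative regulator of interferon signaling, is deleted. The data comprise 2 libraries, 1 per group, each a pool of 3 mice. The library labelled Usp18+/f (oil) held 7281 barcodes with a median of 8440 UMIs and 2857 genes. The library labelled Usp18+/Δ (tamoxifen) held 7833 barcodes with a median of 7926 UMIs and 2770 genes. After filtering, 6561 and 7073 cells remained, with 58184095 and 59440157 UMIs. There was no replicate library in either group, so every difference below compares these 2 libraries, and intervals cover counting error only.

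The targeted gene was examined first. Usp18 (ENSMUSG00000030107, chromosome 6, 121245906 to 121270917, mm10) had 331 UMIs in the library labelled Usp18+/f, or 5.69 CPM (95% interval 5.09 to 6.34). It had 1432 UMIs in the library labelled Usp18+/Δ, or 24.1 CPM (22.9 to 25.4). The log2 ratio was 2.08 (1.91 to 2.26), so Usp18 mRNA goes against the label, with more UMIs where 1 allele is stated to be deleted. The UMI counts do not tell the deleted allele from the intact one. All directions below are of the library labelled Usp18+/Δ over the library labelled Usp18+/f and rest on labels that this gene did not bear out. Among the alternatives, restricting cells to at most 5% mitochondrial UMIs moved this ratio most, to 2.51.

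Interferon signaling was then compared. Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) was at 21.1 CPM (19.9 to 22.3) in the library labelled Usp18+/f and 115 CPM (112 to 118) in the library labelled Usp18+/Δ, a log2 ratio of 2.45 (2.36 to 2.54). In 9 clusters in which Isg15 was not itself a leading gene, 8 had Isg15 UMIs in both libraries. All 8 had more Isg15 in the library labelled Usp18+/Δ, by log2 ratios from 1.59 to 2.47, and in 7 of them the interval lay above 0. The exception was cluster 6, with 5 and 3 Isg15 UMIs, where a difference was not detectable at this depth. In cluster 9, 0 Isg15 UMIs were found in the library labelled Usp18+/f, which allows up to 35.0 CPM at the upper end of the exact interval, against 146 CPM (112 to 187) in the other.

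**Figure D1:**
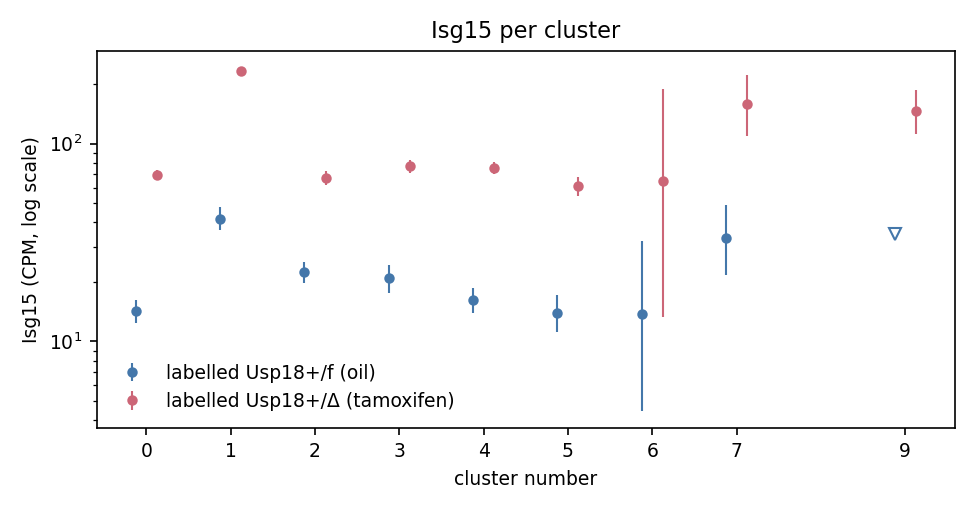
Isg15 in CPM (log axis) for each cluster, with exact Poisson 95% intervals as vertical lines, in the libraries labelled Usp18+/f and Usp18+/Δ. The open triangle is the upper interval bound of 35.0 CPM for a count of 0, cluster 8 is left out because Isg15 is one of its leading genes, and the points of the library labelled Usp18+/Δ lie above those of the other in each cluster drawn.

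The ISG list had a median log2 ratio of 1.08 (counting interval 1.04 to 1.14) over 29 of its 40 genes, at percentile 100 of the random lists, whose central 95% ran from -0.035 to 0.058. All 29 genes were higher in the library labelled Usp18+/Δ, from 0.22 to 3.54. The DNA damage list had a median of 0.47 (0.40 to 0.51) over 16 of 20 genes, also at percentile 100, with 15 genes higher. The inflammasome and pyroptosis list had a median of 0.015 (-0.019 to 0.069) over 13 of 25 genes, at percentile 68.3, with 7 genes higher and ratios from -0.18 to 0.60. The NF-κB list had a median of 0.050 (-0.0043 to 0.14) over 10 of 24 genes, at percentile 74.9, with 7 genes higher and ratios from -0.13 to 0.29. Neither of these medians was distinguishable from 0 at this depth, and they do not describe single genes, which went both ways. Genes under a mean of 5 CPM did not enter them, and some of these had intervals that excluded 0. Casp4 was at 1.29 (0.86 to 1.73), Nlrc4 at 0.997 (0.29 to 1.73) and P2rx7 at 0.66 (0.40 to 0.92). On the NF-κB list, Rel was at 1.35 (0.90 to 1.82), Bcl2a1b at 2.55 (0.39 to 5.76) and Bcl3 at -0.38 (-0.66 to -0.10). With at most 5% mitochondrial UMIs, the setting that moved the lists most, the medians were 1.62 for the ISG list, 0.52 for the DNA damage list, 0.15 for the inflammasome list and 0.30 for the NF-κB list. Of the 6 sex genes, left out of the variable genes, Xist had a log2 ratio of -0.037 and Tsix one of 0.0032, and Eif2s3y had 2 UMIs in each library. Kdm5d had 3 UMIs and Uty 2 in the library labelled Usp18+/f, both had 0 in the other, and Ddx3y had 0 in each.

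**Figure D2:**
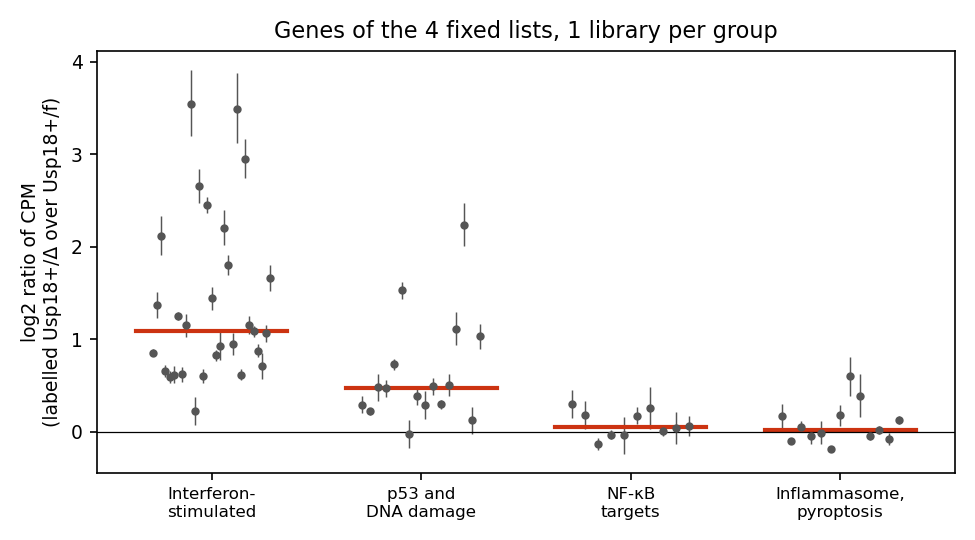
Log2 ratio of CPM, library labelled Usp18+/Δ over library labelled Usp18+/f, for each gene of the 4 fixed lists with a mean of at least 5 CPM; vertical lines are exact 95% counting intervals and red bars the list medians. The medians are 1.08 for interferon-stimulated genes, 0.47 for DNA damage genes, 0.050 for NF-κB targets and 0.015 for inflammasome genes.

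Across the 5987 genes with a mean of at least 20 CPM, 95.5% had a log2 ratio within 0.25 of 0. The 5 largest rises were Isg15, Oas3 at 1.80 (1.69 to 1.91), Cdkn1a at 1.53 (1.44 to 1.62), Isg20 at 1.44 (1.32 to 1.57) and Rnf213 at 1.40 (1.34 to 1.47). Cdkn1a (chromosome 17, 29090976 to 29100727) went from 21.8 CPM to 62.9 CPM. The largest falls were in Hspa1a and Hspa1b, near-identical neighbours on chromosome 17 (34969190 to 34972156 and 34956436 to 34959238) between which reads can be split, so their sum is given. Together they went from 215 CPM to 44.6 CPM, a log2 ratio of -2.27 (-2.33 to -2.21). The other falls were Mcpt1 at -1.14 (-1.19 to -1.09), Fosb at -0.78 (-0.88 to -0.69) and Mcpt2 at -0.73 (-0.79 to -0.67). Mcpt1 and Mcpt2 belong to 1 gene family and were among the leading genes of cluster 7.

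Genes fixed in advance for stemness, adhesion and inflammation were also compared. Cd34 (chromosome 1, 194938819 to 194961279) was at 6.14 CPM (5.52 to 6.81) in the library labelled Usp18+/f and 16.3 CPM (15.3 to 17.4) in the library labelled Usp18+/Δ, a log2 ratio of 1.41 (1.23 to 1.59). Kit had a log2 ratio of 0.082 (0.029 to 0.13). The VLA-4 subunits Itga4 (chromosome 2, 79255426 to 79333123) and Itgb1 (chromosome 8, 128685654 to 128733200) had log2 ratios of 0.0096 (-0.032 to 0.051) and -0.060 (-0.092 to -0.029). Aim2 was at 0.17 (0.040 to 0.30), Gsdmd at -0.046 (-0.13 to 0.042) and Gsdme at -0.013 (-0.14 to 0.11). Casp1 had 12 and 22 UMIs and Il1b 14 and 12, and a difference in either was not detectable at this depth. Nlrp3 had 0 UMIs in both libraries. Plk2 had 0 UMIs in the library labelled Usp18+/f and 9 in the library labelled Usp18+/Δ, in 6 cells. Il10 had 1 UMI and 9 UMIs, the latter in 7 cells, a log2 ratio of 3.14 (0.29 to 8.59). S100a8 had 0 UMIs and 317 UMIs, but 313 of the 317 were in 1 cell, so a Poisson interval does not describe it and no fold is given.

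Clustering gave 10 clusters. The VLA-4-high cluster, chosen by its Itga4 and Itgb1 CPM, was cluster 6, whose leading genes were Rpgrip1, AY036118, mt-Nd6, Tsix and Gm42418. Its cells were shallow, with a median of 1044 UMIs and 0.890% mitochondrial UMIs, against 8575 UMIs and 6.32% over all kept cells of the library labelled Usp18+/f. It held 309 of 6561 cells, 4.71% (4.21 to 5.25), in the library labelled Usp18+/f and 43 of 7073 cells, 0.608% (0.440 to 0.818), in the library labelled Usp18+/Δ. The log2 ratio of shares was -2.95 (-3.41 to -2.50). None of the 10 leading genes of the cluster differed 1.5-fold between the libraries. A change in the size of this cluster could hardly have shown here. It held few of the UMIs, and its leading genes were also found elsewhere, Rpgrip1 at 21.6 CPM in the other cells against 378 CPM in the cluster. Leaving out cells above 5% mitochondrial UMIs moved this ratio most, to -2.70. Itga4 was at 373 CPM and Itgb1 at 683 CPM in this cluster, with 0.435 and 0.795 UMIs per cell against 1.39 and 2.47 in the other cells.

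Within cluster 6, 4 of 309 cells, 1.29% (0.354 to 3.28), of the library labelled Usp18+/f and 1 of 43 cells, 2.33% (0.0589 to 12.3), of the library labelled Usp18+/Δ had a Cd34 UMI, at median depths of 1053 and 964 UMIs. For Kit these were 46 of 309 cells, 14.9% (11.1 to 19.4), and 3 of 43 cells, 6.98% (1.46 to 19.1). The log2 ratios of these shares, 0.85 (-1.88 to 3.52) for Cd34 and -1.09 (-2.67 to 0.38) for Kit, were not distinguishable from 0. Among the alternatives, the 5% mitochondrial limit moved the Cd34 ratio most, to 3.17. Thinning to 1500 UMIs moved the Kit ratio most, to 0.27, with 8 of 58 cells and 1 of 6 cells, so its sign is not determined. No cluster was of a cell type that should lack these genes, so no background share can be set beside them. Over all cells thinned to 3000 UMIs, Cd34 was found in 1.82% (1.5 to 2.19) and 5.01% (4.50 to 5.56) of cells, and without thinning in 4.59% and 11.1%. Kit was found in 24.3% and 26.2% of thinned cells, and in 52.0% and 51.6% without thinning.

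The inflammatory cluster, chosen by the NF-κB list, was cluster 7 with 158 cells, 2.41% (2.05 to 2.81), in the library labelled Usp18+/f and 65 cells, 0.919% (0.710 to 1.17), in the library labelled Usp18+/Δ, a log2 ratio of -1.39 (-1.80 to -0.98). Its leading genes began with Serpinb1a, Ahnak, Mcpt1 and Mcpt2, and none of the 10 is on the NF-κB list, so its name stands for the rule only. Its size is not compared from this clustering, because 6 of its 10 leading genes differed 1.5-fold between the libraries. A change in the size of the cluster would itself make such genes differ. Ahnak, for example, was at 522 CPM in the cluster and 1.94 CPM in the other cells. This rule therefore cannot tell a change in size from a change in expression. When clustering was repeated without such genes, the rule chose a larger cluster, of 2553 cells, with 14.5% and 22.7% of cells, a log2 ratio of 0.65 (0.54 to 0.75). The sign was opposite to the reported one in 9 of 14 alternatives, another random seed among them (0.72), and no direction is given for this cluster.

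**Figure D3:**
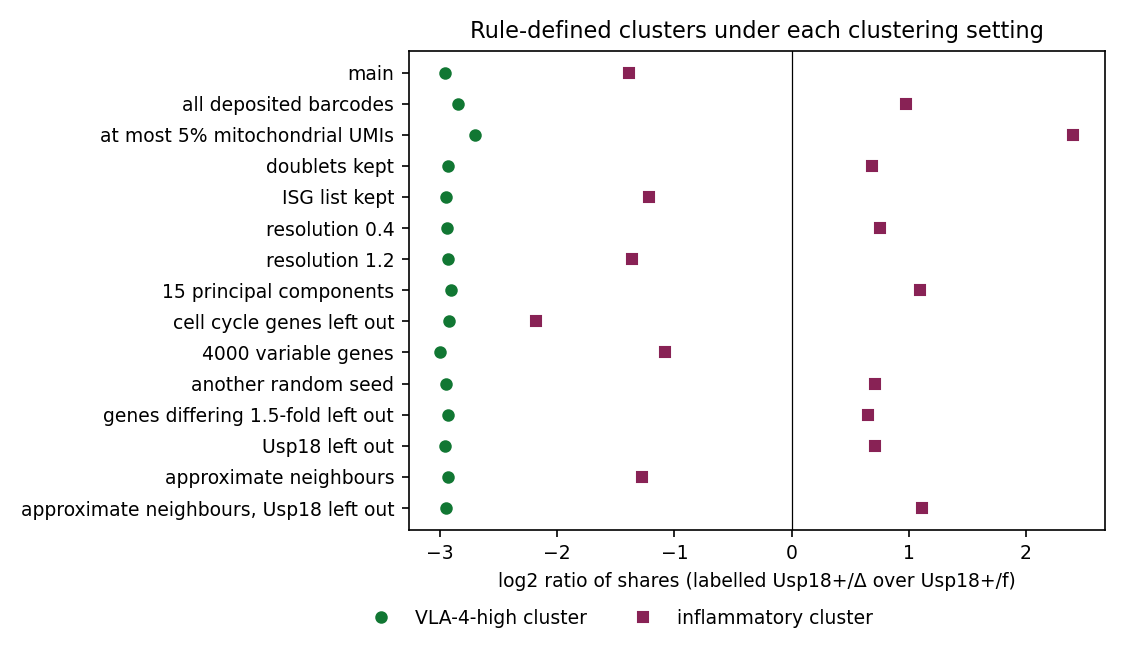
Log2 ratio of the share of cells, library labelled Usp18+/Δ over library labelled Usp18+/f, for the VLA-4-high cluster (circles) and the inflammatory cluster (squares) under each clustering setting, the reported one at the top. The circles lie between -3.00 and -2.70, whereas the squares range from -2.18 to 2.40 and lie on both sides of 0.

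Of the remaining clusters, 1, 8 and 9 differed at least 1.5-fold in share. Cluster 1 was led by Cpa3, Csf2rb2 and Hbb-bt, and 4 of its 10 leading genes differed between the libraries. Clustered without such genes, the cluster of 2553 cells above, of which 88.7% came from cluster 1 and 211 cells from cluster 7, had 14.5% (13.6 to 15.3) of cells in the library labelled Usp18+/f and 22.7% (21.7 to 23.7) in the library labelled Usp18+/Δ. The genes that lead this cluster still included 5 that differed, although these took no part in the clustering. All 10 leading genes of cluster 8, which begin with Ifit1, Isg15 and Mx1, and all 10 of cluster 9, which begin with S100a9 and S100a8, differed. No cluster made without such genes drew most of its cells from either, so their sizes are not compared. Leaving out the leading genes of a cluster can itself dissolve it, so this does not show that their sizes were alike in both libraries.

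**Figure D4:**
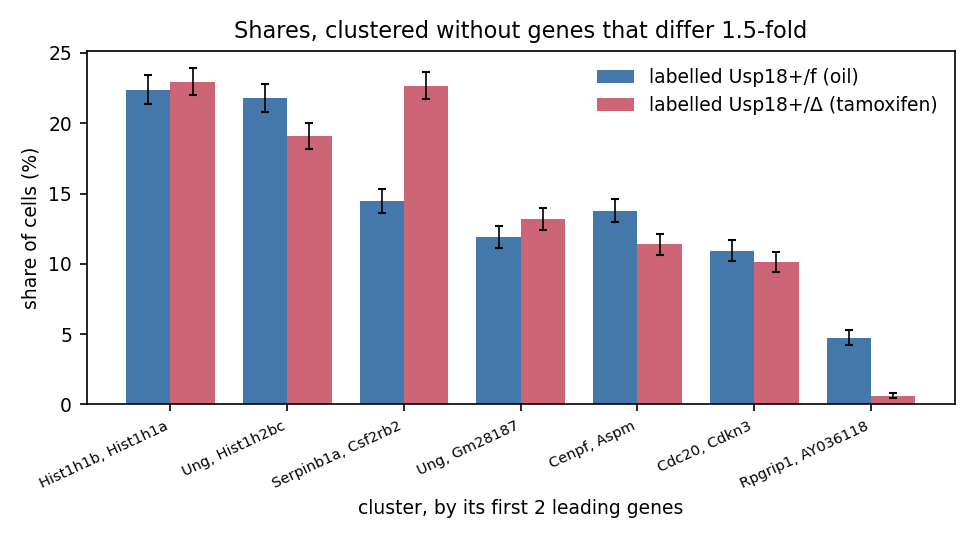
Share of cells (%) in each of 7 clusters made without the genes that differ 1.5-fold, named by their first 2 leading genes, in the libraries labelled Usp18+/f and Usp18+/Δ; bars start at 0 and lines are exact binomial 95% intervals. The cluster led by Rpgrip1 has 4.74% and 0.622% of cells, and the cluster led by Serpinb1a has 14.5% and 22.7%.

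Cells were also counted by rules that need no cluster, after thinning to 3000 UMIs. ISG-high cells, those with more than the 10 UMIs of the ISG list found at the 99th percentile of the library labelled Usp18+/f, made up 50 of 6104 cells, 0.819% (0.609 to 1.08), of the library labelled Usp18+/f and 794 of 6723 cells, 11.8% (11.1 to 12.6), of the library labelled Usp18+/Δ, a log2 ratio of 3.85 (3.44 to 4.26). The threshold itself sets the share of the library labelled Usp18+/f, so the size of this ratio depends on the percentile chosen. The intervals leave out the error in the threshold. Without thinning the shares were 0.945% and 13.9%. The median cell had 2 and 4 ISG UMIs in these libraries. Cells with both Itga4 and Itgb1 made up 20.1% (19.1 to 21.1) and 19.4% (18.4 to 20.3), a log2 ratio of -0.051 (-0.15 to 0.049), and no difference was detectable among the cells kept. Thinning left all but 1 cell of cluster 6, the VLA-4-high cluster, out of these shares. Without thinning the cells with both genes made up 59.0% and 54.9%, a log2 ratio of -0.10 (-0.15 to -0.061), where the depths also differ. G2M-phase cells made up 45.8% (44.5 to 47.0) and 39.7% (38.5 to 40.9), a log2 ratio of -0.21 (-0.26 to -0.15), and 48.0% and 39.8% without thinning. G1-phase cells made up 21.8% and 28.1%, and S-phase cells 32.5% and 32.2%. The 5% mitochondrial limit moved each of these ratios most, to 4.92 for ISG-high cells, -0.36 for double-positive cells and -0.73 for G2M.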

Values the study reported

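The study reported that 8000 cells of each group, pooled from 3 mice, were used for single-cell RNA sequencing. It reported that 3 clusters were altered on Usp18 suppression, of which clusters 8 and 11 in its own numbering were expanded and cluster 9 was depleted. Its cluster 9 was the one described as highest in VLA-4.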

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

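Both tests in this part were chosen after the result was seen, and the counting error of the scaled share was added to the test of a general shift after its value was seen. The barcodes left out by the filters held a difference between the libraries: 404 of 7833 barcodes, 5.16% (4.68 to 5.67), of the library labelled Usp18+/Δ had more than 10% mitochondrial UMIs, against 290 of 7281, 3.98% (3.55 to 4.46), of the library labelled Usp18+/f. It drew attention because these barcodes were left out of the comparisons above, except under the alternative with all deposited barcodes. Shallow barcodes as the whole source were argued against, because among barcodes with at least 500 genes the shares were 3.16% (2.78 to 3.58) and 2.28% (1.95 to 2.66). A general shift of the mitochondrial share in all cells stays open. Scaling the barcodes of the library labelled Usp18+/f by the ratio of the medians, 1.02, brought its share to 4.48%, and the log2 ratio that then remained, 0.20, had a counting interval from -0.0011 to 0.41. The labels give tamoxifen treatment, Cre activity and deletion of 1 Usp18 allele as differences between the groups, and none of these, nor a difference in handling, was tested with 1 library per group.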

How the results depend on the processing

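The alternatives chosen after seeing the data were the clusterings without genes that differ 1.5-fold, without Usp18, with approximate neighbours, and with approximate neighbours without Usp18, the thinning to 500 UMIs, the ISG share of UMIs without thinning, and the exclusion of cluster 9. No paired analysis was possible because each group is 1 library and the results come from no test.

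The VLA-4-high cluster kept its direction under all 14 alternatives, with log2 ratios from -3.00 to -2.70. The directions of Usp18, Isg15, the ISG list, the DNA damage list, ISG-high cells and G2M-phase cells also held under each alternative run for them. The inflammatory cluster did not keep its direction. From -1.39 it went to 0.97 with all deposited barcodes, 2.40 with at most 5% mitochondrial UMIs, 0.68 with doublets kept, 0.75 at resolution 0.4, 1.1 with 15 principal components, 0.72 with another random seed, 0.65 without genes that differ 1.5-fold, 0.71 without Usp18 and 1.11 with approximate neighbours without Usp18. It went to -2.18 without cell cycle genes. In each setting with the opposite sign the rule chose a larger cluster of 462 to 3088 cells, in place of the 223 cells of cluster 7. In 8 of these 9 settings it held at least 208 of those cells together with many others, so the shares compared are those of another set of cells.

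The 5% mitochondrial limit, which excludes 6118 of 7281 and 7068 of 7833 barcodes, changed the most values. It gave 2.51 for Usp18, 3.00 for Isg15, 1.62 for the ISG list, 0.15 for the inflammasome list, 0.30 for the NF-κB list, 0.52 for the DNA damage list, 4.92 for ISG-high cells, -0.36 for VLA-4 double-positive cells and -0.73 for G2M-phase cells; the cause was not tested. The cells that passed this limit differed in makeup between the libraries. The VLA-4-high cluster then held 16.85% of cells in the library labelled Usp18+/f and 2.596% in the other. The cluster chosen by the NF-κB list held 9.458% and 50%. The values at this limit therefore compare unlike mixes of cells. The mean of per-cell CPM gave 0.52 for the DNA damage list, and the cause was not tested. The ISG list was at 1.15 with genes of at least 1 CPM and at 0.91 with genes of at least 20 CPM, where the genes entering the median differ. The inflammasome list was at -0.043 with genes of at least 20 CPM, where fewer genes enter, and at -0.094 for its summed CPM, so its sign is not determined. G2M-phase cells were at -0.27 without thinning, where depths differ. ISG-high cells were at 2.94 with the 95th percentile as the threshold, which admits more cells of both libraries.

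The scalings shifted all genes by -0.015 for median-of-ratios size factors and 0.0087 without mitochondrial, ribosomal protein and haemoglobin genes. They changed no direction among Usp18, Isg15 and the ISG, NF-κB and DNA damage lists. The inflammasome list, not distinguishable from 0, went to -0.00083 with median-of-ratios size factors. Without the mitochondrial, ribosomal protein and haemoglobin genes in the total, CPM is higher and 30 ISG, 14 inflammasome and 12 NF-κB genes entered, with medians of 1.13, 0.042 and 0.033. Over the genes behind the reported medians these were 1.09, 0.023 and 0.059. The VLA-4 double-positive ratio, not distinguishable from 0, was at 0.011 with doublets kept and 0.0057 with at least 2 UMIs of each gene. Depth limits the shares within the VLA-4-high cluster. At 1500 UMIs, 58 and 6 of its cells remained in the libraries labelled Usp18+/f and Usp18+/Δ and Cd34 gave no ratio, while Kit went to 0.27. Kit gave no ratio at the 5% mitochondrial limit. At 500 UMIs the ratios were 1.26 for Cd34 and -1.40 for Kit. At 3000 UMIs neither gene gave one. Leaving out clusters of another lineage was not run, because no cluster was named as one.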

Other observations

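The tests of S100a8, of the cell that holds most of it, of C1qa, of Hspa1a and Hspa1b, of cluster 1 without differing genes and of interferon induction of Usp18 were chosen after the result was seen. The measure in the test of a small set of cells replaced another after that one's value was seen. Clusters with at least a 1.5-fold difference in share numbered 5. They include clusters 7, 8 and 9, whose sizes are not compared above. Clustered without the genes that differ 1.5-fold, only the clusters led by Rpgrip1 and Serpinb1a reached that difference, with log2 ratios of -2.93 and 0.65. The number of such clusters therefore depends on the clustering. It is not ranked against the number quoted from the study above, which was counted by another rule.

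The VLA-4-high cluster was smaller in the library labelled Usp18+/Δ. Low depth alone was argued against as the source of the cluster: after thinning all cells to 500 UMIs and clustering again, 91.8% of its 352 cells stayed in 1 cluster, and made up 96.7% of it. Whether its high Itga4 and Itgb1 CPM reflect the makeup of few remaining UMIs or more VLA-4 mRNA per cell stays open. The higher of the ratios of Itga4 and Itgb1 UMIs per cell, cluster over other cells, was 0.323, but all UMIs per cell had a ratio of 0.132, so low capture and low mRNA are not separated by it. Nuclei, or cells that lost cytoplasm, remain a possible explanation that these values do not settle. Ribosomal protein genes lay at percentile 2.06 of matched random lists, but the nuclear RNA list lay at percentile 40.7 over 5 genes that went both ways, with Malat1 at 0.48 and Xist at -0.56. Loss of 1 Usp18 allele and a difference in cell damage between the preparations both stay open.

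Usp18 was higher in the library labelled Usp18+/Δ. Its log2 ratio was above that of 75.9% of the ISG list and within the range of that list, consistent with interferon induction of reads from either allele. An exchange of the libraries cannot be told apart from this by the log2 ratio of 2.08, because reads over the deleted exons were not analysed here.

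A shift in cluster proportions was argued against as the whole source of 3 differences. Each of 8 clusters was given the same weight in both libraries, in proportion to its UMIs. Clusters 8 and 9, with 5 and 9 cells of the library labelled Usp18+/f, were left out. The ISG list was then at 0.98, the DNA damage list at 0.37 and Cd34 at 1.33. For the DNA damage list, a small set of strongly responding cells as the whole source was argued against as well. The median cell's share of UMIs in the list was 676 CPM in the library labelled Usp18+/Δ and 560 CPM in the other, a ratio of 1.21, while the 95th percentile rose by a ratio of 1.71. After thinning to 3000 UMIs the median was tied at 2 UMIs in both libraries, and the mean over the middle of the cells had a ratio of 1.27. An effect of tamoxifen or of Cre itself cannot be told apart from loss of 1 Usp18 allele by the median of 0.47, because a library given tamoxifen without a floxed allele was not analysed here.

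S100a8 was detected in 1 library, and 98.7% of its UMIs lay in cluster 9, in 1 cell. That cell had 3922 UMIs, of which 592 were S100a9, 313 S100a8 and 143 Ngp, 3 genes of the neutrophil-like list, and may be a cell of another type that passed the sort. A doublet, or a leukemia cell carrying RNA of another cell, was argued against: at the level of the other clusters 10.6 UMIs of Kit, Ms4a2, Gata1 and Car1 would be present, and 0 were. The rest of the cluster differs from that cell. C1qa UMIs were found in 35 of its 53 cells, 9 of the library labelled Usp18+/f and 26 of the other, and in these 35 cells the same 4 genes were near the level of the other clusters, with a median log2 ratio of -0.066. This is consistent with doublets or leukemia cells carrying RNA of another cell. Their median doublet score, 0.0933 against 0.0918 in the cells of the other clusters, was little raised and does not favour doublets, although the cells with the highest scores had been removed. Their median depth, 10576 UMIs against 8270 in the other clusters, goes the other way, so doublets stay open. C1qa expression by leukemia cells was not tested.

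Hspa1a and Hspa1b were lower in the library labelled Usp18+/Δ. A difference in handling stress may have contributed and is not settled: the immediate early list lay at percentile 0 of the random lists, with a median log2 ratio of -0.33 over 6 genes, Fosb among them, but the heat shock list lay at percentile 44.9 over 7 genes. A response of the leukemia cells to the treatment stays open and untested.

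Cluster 1 was larger in the library labelled Usp18+/Δ, with a log2 ratio of shares of 0.93. Without the genes that differ between the libraries, the cluster that held 2264 of its 2628 cells had a lower ratio, 0.65 (0.54 to 0.75). That cluster also took in 211 of the 223 cells of cluster 7, so it is not the same set of cells. Such genes were argued against as the whole source of the difference, because the ratio stayed above 0, and a part of it due to them stays open. After thinning to 1500 UMIs the matching cluster, with 88.0% of the cells of cluster 1 that remained and 208 of 217 cells of cluster 7, had a ratio of 0.67 (0.57 to 0.78). A difference in depth was likewise argued against as the whole source only. A difference between the pools of mice remains untested.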
